A study of Mus musculus with 617 samples.

How the data were processed

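Single-cell RNA was measured in 617 mouse cells by SMART-seq2 with Tn5 tagmentation, per the labels' protocols. The deposited values were FPKM per gene and cell, computed by the authors. They came in 4 tables: ES cells, Epi and motor neuron cells together, the female Epi culture of 7 passages, the blastocyst cells, and the E5.5 epiblast cells. Which fragments the FPKM is scaled to is not stated, nor are the aligner, the quantification tool, the genome build, the annotation, the strandedness of the libraries and the cell filters. Each table held 43628 Ensembl gene IDs, of which 42548 matched GENCODE vM21 (GRCm38). That annotation gave symbols, chromosomes, biotypes and exon lengths by ID, and its coordinates are not printed because the build of the tables is not stated. In 356 values the exponent was written with a low line in place of the minus sign. They were read as small numbers, the largest being 9.7552e-05 FPKM. Every value column mapped to a sample. The highest Pearson r between 2 cells of a table was 0.938, so no pair of columns was a duplicate.

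Counts were not used here, so the read depth per cell was unknown and values of genes near 1 FPKM are imprecise. The number of genes at 1 FPKM or more and the FPKM sum per cell were reported in place of depth. Tables were normalised and deposited separately, and comparisons between them include any difference in their processing.

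Cells were grouped by the labelled cell type, sex and table. A culture was summarised as the mean FPKM over its cells. The 8 cultures of the first table (4 states, each from 2 lines) entered 1 limma fit on log2(mean FPKM + 1) with trend = TRUE, over genes with a mean of at least 1 FPKM, with 1 coefficient per state and 4 residual degrees of freedom. The 3 contrasts tested were serum against 2i, Epi against serum, and motor neuron against serum. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 with a log2 change of at least 1 in size. Line and sex are the same factor here, and the 2 lines served as replicates of a state. Whether the lines pair across states was read from the labels. The female minus male deviations correlated between states with Pearson r of 0.06 to 0.16 across 15504 genes, and the line as a replicate block was an alternative. On simulated data made from these cultures, with 200 changed genes per contrast among 15504, limma recovered 65.0% (serum against 2i), 57.0% (Epi against serum) and 57.5% (motor neuron against serum) of log2 changes of 3, and 1.00%, 0 and 0 of log2 changes of 1.5. It called 11, 11 and 5 unchanged genes in the runs with changes of 3. Motor neuron against serum itself called far more than 200 genes, so its simulated recovery does not describe that contrast.

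Comparisons of sexes and of both female Epi cultures had 1 sample per arm and carry no test. The comparison of blastocyst stages took each stage as 1 sample and carries no test. Leading numbers in the titles of blastocyst cells (4 at E3.5, with 4 to 7 cells each, and 7 at E4.5, with 2 to 7 cells each) are not explained in the labels, and a test with them as replicates was not made. For X-linked genes, the median of log2((female mean + 1)/(male mean + 1)) over genes averaging at least 1 FPKM, without Xist, was taken relative to the autosomal median. Its percentile among 10000 random lists of autosomal genes of the same size, matched on expression in 20 bins, describes it. As a check of the arithmetic, 0.50 added to the log2 values of chromosome 7 (966 genes) in 1 culture was recovered as 0.47. No FPKM values were simulated, so the check does not cover how far the pseudocount shrinks a change. The X to autosome ratio per cell was the mean over X-linked genes of FPKM divided by the gene's mean in its table, over the same mean for autosomal genes, for genes of at least 5 FPKM. Shares of cells used a threshold of 1 FPKM and exact Clopper-Pearson intervals.

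The comparisons, the rule for naming genes and most alternatives were set before the data were examined. Named genes were a fixed list of 45 (10 general or naive pluripotency, 6 primed, 14 neuron, 5 endoderm or trophectoderm and 10 sex genes). Added to these were, per limma contrast, the 3 called genes with the largest rise and the 3 with the largest fall that moved the same way in both lines. For comparisons without a test, the 3 genes with the largest log2 ratio in each direction were named, among genes with a mean of at least 10 FPKM and detection in at least 50% of cells of the higher group. Genes named outside the rule are n-R5-8s1, Gm26917, and the genes of a list of 10 extraembryonic ectoderm markers and a list of 12 decidual markers. All were chosen after values of the data had been seen, and the lists were written to explain differences already seen at E5.5.

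The alternatives set beforehand were a pseudocount of 0.1, no low-value filter or one at 5 FPKM, averaging log2 values over cells, rescaling each cell to a sum of 1000000, upper-quartile scaling, omitting cells with less than 50% of their group's median number of genes, the line as a block, a fit of only the 4 cultures compared, omitting each culture in turn, the 7-passage Epi culture in place of the first female one, and no fold-change threshold. For X-linked genes they also included runs of title numbers, omission of 4 escape genes, and genes detected in 50% of cells. For shares and detected genes they were thresholds of 0.1 and 5 FPKM, for the X to autosome ratio another definition and filters at 1 and 20 FPKM, and for the similarity to embryo stages Pearson r and a filter at 5 FPKM. Chosen after seeing the data were rescaling over genes of 300 bases or more, the 7-passage culture combined with the block, runs of title numbers for the limma contrasts and the X to autosome ratio, and the alternatives for single genes of the 7-passage culture against male Epi. A run is a set of cells whose title numbers are parted from the rest by a gap of 10 or more, and whether it stands for a library batch is not stated. Groups without such a gap, among them female serum ES cells and the 7-passage culture, entered both settings whole. An X-linked median counted as moved when it changed by more than the SD of its matched random lists, a ratio per cell when it changed by more than 10%, and a single-gene ratio when it changed by more than log2 of 1.5. These 3 tolerances were chosen after seeing the data.

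Tools were Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1. Allele-specific expression was left out, since the tables hold total FPKM only.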

Results

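RNA was measured in 617 single mouse cells that fell into 13 groups. Cultured cells came from a male and a female embryonic stem (ES) cell line of a CAST/EiJ father and a C57BL/6J mother. Each line was sampled in 4 states. These were ES cells in 2i and LIF (inhibitor medium, 60 female and 51 male cells), ES cells in serum and LIF (68 female and 52 male), epiblast stem cells grown in Activin A and FGF2 (labelled Epi, 79 female and 63 male), and cells differentiated through embryoid bodies with retinoic acid and SAG, labelled motor neuron (39 female and 35 male). A further female Epi culture, kept for 7 passages, gave 41 cells. Embryos gave 23 cells of the inner cell mass (ICM) at E3.5 and 23 epiblast cells at E4.5, both without a labelled sex. Epiblast cells at E5.5, from C57BL/6J parents, comprised 20 female and 63 male cells.

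The values were FPKM per gene and cell. The read depth per cell was unknown, since counts were not analysed here. The median number of genes at 1 FPKM or more per cell ranged from 8122 in E3.5 ICM to 10839.5 in female E5.5 epiblast. A threshold of 0.1 FPKM raised the E3.5 median to 9842, and 5 FPKM lowered it to 5872. The sum of FPKM per cell differed between groups. Its median was 1332430 in female and 1478620 in male motor neuron cells, 862527 in female and 922930 in male ES cells in serum, and 511794 in E4.5 epiblast. Genes with exons of less than 200 bases in total took a median of 22.3% (male motor neuron) to 45.2% (E3.5 ICM) of that sum.

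Each culture was 1 sample, summarised as the mean over its cells, because cells of a culture are not replicates. A state therefore had n = 2 cultures, 1 per line, and the limma fit over 8 cultures had 4 residual degrees of freedom. Fold changes were taken on the log2(mean FPKM + 1) scale, which understates changes of genes below a few FPKM. SE below is the standard error of the limma estimate, and SD is the spread among the cells of 1 culture. Shares of cells carry exact Clopper-Pearson 95% intervals, which cover counting error only. The comparisons of sexes had 1 sample per arm and were not tested. The blastocyst stages were each summarised as 1 sample and were not tested either. Their cells carry a leading title number, with 4 different numbers at E3.5 and 7 at E4.5, but the labels do not state whether it marks an embryo, so it was not used. Titles of both stages begin with lateblast, and those at E3.5 end in further numbers that those at E4.5 lack. Stage and title format thus coincide, and whether the format marks a set of libraries is not stated.

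The first comparison asked which genes differ between ES cells in serum and in 2i. Of 15504 genes tested by limma, 1 was higher and 2 were lower in serum at a Benjamini-Hochberg adjusted p under 0.05 and a log2 change of at least 1. At an unadjusted p under 0.05 the count was 1549 genes. The count moved most when log2 values were averaged over cells, to 11 higher and 213 lower. Leaving out single cultures gave 0 higher and 10 lower (without female 2i), 0 and 0 (without male 2i), 0 and 1 (without female serum) and 0 and 0 (without male serum). It gave 8 and 30 without either Epi culture, 4 and 15 without female motor neuron and 3 and 14 without male motor neuron. A fit with the line as a replicate block called 0 genes, with 1727 at an unadjusted p under 0.05.

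Cldn6 (ENSMUSG00000023906, chromosome 17) rose by 3.41 (SE 0.25, limma adjusted p = 0.0284), from 3.00 to 49.8 FPKM in the female and from 4.498 to 48.2 FPKM in the male line. Crxos (ENSMUSG00000074365, chromosome 7) fell by 5.63 (SE 0.31, limma adjusted p = 0.0149), from 62.1 to 0.593 FPKM in the female and from 76.99 to 0.258 FPKM in the male line. Srarp (ENSMUSG00000070637, chromosome 4) fell by 4.89 (SE 0.34, limma adjusted p = 0.0284). All 3 changed the same way in both lines. None of the 3 passed the threshold with a pseudocount of 0.1, where the adjusted p was 0.0687 for Cldn6, 0.0687 for Crxos and 0.0782 for Srarp. Over 18 alternatives each, the adjusted p ranged from 0.0173 to 0.17 for Cldn6, from 0.00119 to 0.121 for Crxos and from 0.00133 to 0.142 for Srarp. Without the male 2i culture the adjusted p was 0.0609 for each of them. Without the female serum culture it was 0.17 for Cldn6, 0.0622 for Crxos and 0.142 for Srarp, and without the male serum culture 0.147, 0.121 and 0.135. Without the female 2i culture it was 0.0787 for Cldn6.

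Of the fixed list of 35 state markers, 31 passed the low-value filter. In serum against 2i, 0 of the 31 were called over all genes tested, and 5 passed when adjusted over the list alone. These were Tbx3, Cdx2, Tfcp2l1, Dnmt3b and Otx2, each changed the same way in both lines. Tbx3 fell by 2.85 (SE 0.44), with a limma adjusted p of 0.0882 over all genes and 0.00776 adjusted over the list alone. Without the female or the male Epi culture, its adjusted p over all genes was 0.0429 or 0.0469, within a range of 0.0107 to 0.508 over its alternatives. Otx2 rose by 3.90 (SE 0.82), from 0.814 to 22.2 FPKM in the female and from 0.413 to 23.7 FPKM in the male line, with a limma adjusted p of 0.165 over all genes and 0.0161 over the list alone. With the 7-passage Epi culture in the fit its adjusted p over all genes was 0.0466, the lowest of a range up to 0.724. Tfcp2l1 fell by 3.56 and Cdx2 by 2.44, while Dnmt3b rose by 2.53. Pou5f1 was present in all cells of the 4 ES cultures, at means of 493 to 742 FPKM. The general and naive pluripotency genes Zfp42 and Dppa3 changed by -0.54 (SE 1.72) and 0.28 (SE 1.88), less than the standard error. That SE pools all states of the fit, and in Epi the lines differed by log2 ratios of 6.10 and 6.53. From 2i to serum the culture means of the female and male lines changed alike, by -0.58 and -0.49 for Zfp42. The male mean in serum, however, averaged unlike runs of title numbers. Mean Zfp42 there was 166.2 FPKM in the lower run (13 cells) and 63.4 FPKM in the higher run (39 cells). In male 2i cells it was 121.6 and 128.9 FPKM. Mean Dppa3 likewise lay above both male 2i runs in the lower serum run and below both in the higher one. Nanog, Klf4, Esrrb and Prdm14 fell in both lines, by 1.55, 1.74, 1.26 and 1.77, without a call. Sox2 went opposite ways (-0.49 and 0.50).

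**Figure D1:**
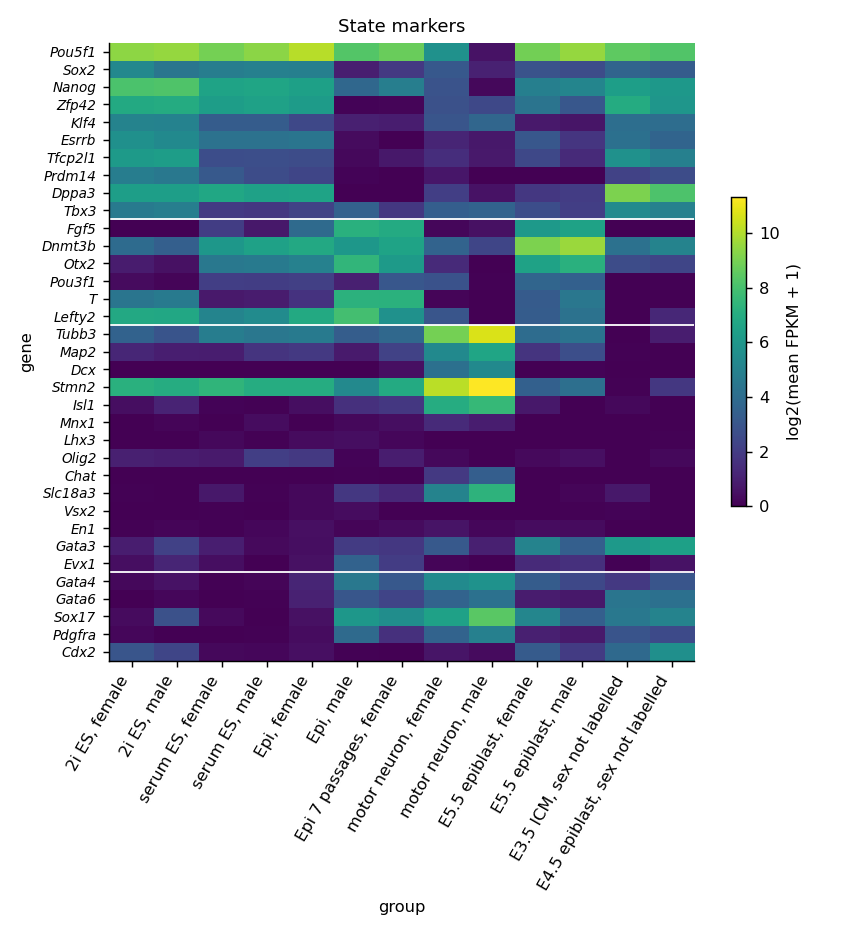
Mean FPKM of the 35 state markers (y axis) in the 13 groups (x axis), coloured by log2(mean FPKM + 1). White lines part the naive, primed, neuron, and endoderm and trophectoderm lists, and tables deposited separately are not on a shared scale. The female Epi culture lies near the serum ES cultures in Zfp42 and Dppa3, whereas male Epi and the female Epi culture of 7 passages lie near 0.

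The Epi cultures were compared with ES cells in serum to find what changes on the way to the primed state. limma called 5 of 15504 genes higher and 1 lower, with 1000 at an unadjusted p under 0.05. The changes of the female and male lines correlated weakly across genes (Pearson r = 0.18, Spearman rho = 0.20), against r = 0.48 for serum against 2i and 0.67 for motor neuron against serum. Genes are not independent replicates, so no p is given. Replacing the female Epi culture by that of 7 passages moved the count most, to 454 higher and 394 lower, with 4 of the 6 genes called in both. Without the female Epi culture 208 genes were higher, which was 61.7% of those called, and without the male Epi culture 75 were higher and 2 lower. It was 0 and 0 without the female 2i, male 2i, female serum or male serum culture, with 643, 644, 466 and 514 genes at an unadjusted p under 0.05. It was 12 and 4 without female motor neuron and 14 and 3 without male motor neuron. With the line as a block the count was 1 higher and 1 lower. The median change of all tested genes was 0.12, and 0.24 when cells were rescaled to the same sum.

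Of the 6 genes called in Epi against serum, the annotation lists 2 as microRNAs, 2 as ribosomal RNAs and 2 as long non-coding RNAs. Gm42418 (chromosome 17) fell by 4.96 (SE 0.27, limma adjusted p = 0.00859), from 51124 to 1809 FPKM in the female and from 59381 to 1723 FPKM in the male line. Mir6986 (chromosome 19) rose by 5.04 (SE 0.37, limma adjusted p = 0.0177), Mir6928 (chromosome 11) by 4.58 (SE 0.30, limma adjusted p = 0.0108) and Gm24601 (chromosome 6) by 4.35 (SE 0.25, limma adjusted p = 0.00859), each in both lines. Both microRNA genes were listed at 0 in serum. The other two, n-R5-8s1 and Gm26917, rose by 4.00 (SE 0.26, limma adjusted p = 0.0108) and 4.04 (SE 0.33, limma adjusted p = 0.0283), fell outside the naming rule and were chosen after their values were seen. Gm42418 also differed between cells of 1 state. Within 2i its mean was 45090 FPKM in 30 female cells of a lower run of title numbers and 1353 FPKM in 30 cells of a higher run. In male 2i cells it was 48840 FPKM in 22 and 1371 FPKM in 29 cells. Restricting cells to the lower or the higher run, with the female serum cells entered whole as a single run, gave 1 and 4 called genes, of which 1 and 3 were among the 6. Without the female or male 2i culture the adjusted p of Gm42418 was 0.0918 or 0.0938, and without the female or male serum culture 0.0544 or 0.104. The same 4 omissions gave 0.0918, 0.0938, 0.0569 and 0.104 for Gm24601, 0.145, 0.146, 0.152 and 0.142 for Mir6986, 0.0918, 0.0938, 0.0931 and 0.108 for Mir6928, 0.134, 0.133, 0.104 and 0.131 for n-R5-8s1, and 0.245, 0.244, 0.196 and 0.131 for Gm26917. Without the male Epi culture that of Gm26917 was 0.0771. Over 18 alternatives each, the adjusted p ranged from 0.00261 to 0.543 for Gm42418, from 0.00181 to 0.406 for Gm24601, from 0.00352 to 0.757 for Mir6986, from 0.00352 to 0.75 for Mir6928, from 0.00256 to 0.406 for n-R5-8s1 and from 0.0065 to 0.406 for Gm26917.

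Of the 31 markers, 0 were called in Epi against serum by limma, over all genes or adjusted over the list alone, and the smallest unadjusted p was 0.00573, for Fgf5. The lines differed in size of change. Fgf5 (ENSMUSG00000029337, chromosome 5) rose by 1.86 in the female and by 6.44 in the male line. Zfp42 (ENSMUSG00000051176, chromosome 8) fell by 0.09 in the female and by 6.40 in the male line. The difference between lines was not tested. With the female Epi culture of 7 passages in place of the first, Fgf5 rose by 5.65 (limma adjusted p = 0.00332) and Zfp42 changed by -6.26 (limma adjusted p = 0.000195). Without the female Epi culture the values were 5.79 (limma adjusted p = 0.0248) and -6.29 (limma adjusted p = 0.00368). Over 18 alternatives each, the adjusted p ranged from 0.00332 to 1.00 for Fgf5 and from 0.000195 to 1.00 for Zfp42.

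Mean Zfp42 was 72.5 ± 85.1 FPKM (SD among 79 cells) in female Epi, 77.03 ± 78.8 (68 cells) in female serum ES, and 0.0687 ± 0.176 (63 cells) in male Epi. Zfp42 reached 1 FPKM in 98.7% of female Epi cells (95% interval 93.1 to 99.97%) and in 0 of 63 male Epi cells (0 to 5.69%). Fgf5 reached 1 FPKM in 51.9% of female Epi cells (40.4 to 63.3%) and 96.8% of male Epi cells (88.998 to 99.6%). Its means were 14.1 ± 26.1 and 144.9 ± 118.2 FPKM. T (chromosome 17) was at 2.20 FPKM in female and 153.8 FPKM in male Epi. In the female culture of 7 passages, Zfp42 was detected in 7.32% of 41 cells (1.54 to 19.9%) and Fgf5 in 92.7% (80.1 to 98.5%), at a mean of 120 ± 120 FPKM, in a table deposited separately. Within the female Epi culture, the naive genes were present in both runs of title numbers, with mean Zfp42 of 57.4 FPKM in 34 cells and 83.9 FPKM in 45 cells.

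**Figure D2:**
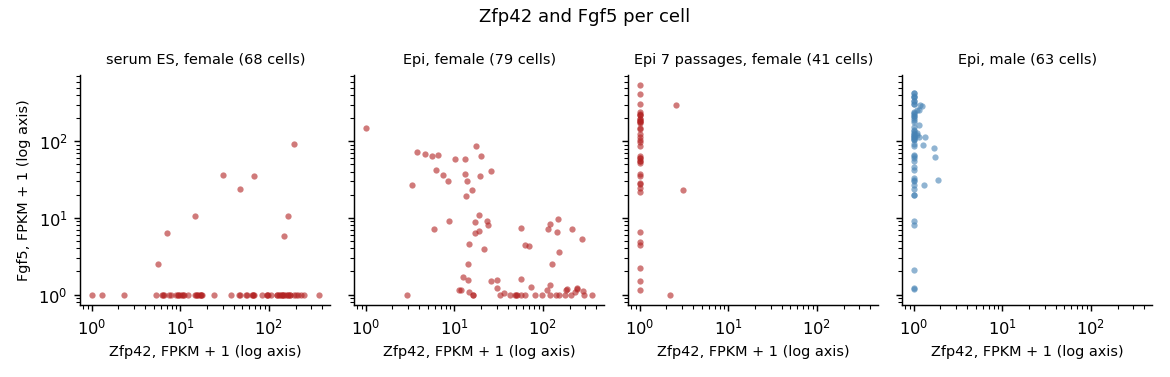
Zfp42 (x axis) against Fgf5 (y axis), both as FPKM + 1 on log axes, with 1 point per cell, in female serum ES, female Epi, female Epi of 7 passages and male Epi. Female Epi cells spread from high Zfp42 with little Fgf5 to low Zfp42 with high Fgf5, and no male Epi cell reached 1 FPKM of Zfp42.

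Spearman rho across 15394 genes of mean FPKM placed the female Epi culture closer to female serum ES (0.921) than to male Epi (0.830). Male Epi had a rho of 0.903 with the female Epi culture of 7 passages, across tables. These values carry no p, since genes are not replicates.

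The motor neuron cultures were compared with serum ES cells to follow differentiation. limma called 4669 genes higher and 419 lower, so that 91.8% of called genes were higher. The median change of all tested genes was 0.71, and scaling moved it. With each culture scaled to the same upper quartile it was -0.01, and the calls became 2054 higher and 1597 lower (56.3% higher). Rescaling each cell to the same sum gave 2166 and 971 (69.05% higher). The number of genes called in the main setting and under upper-quartile scaling was 2470. Without the female serum culture 1546 genes were higher (93.9% of those called), and without the male serum culture 1782 (95.2%). Without the female or the male 2i culture 3420 or 3428 were higher (93.8% in each case) and without the male motor neuron culture 3708 (93.7%). Lower genes numbered 699 or 698 without the female or the male Epi culture. Because the scale is open, the changes below are given on the deposited scale, beside this median shift of 0.71.

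Of the 31 markers, 18 were called over all genes tested and 20 passed when adjusted over the list alone. Isl1 (ENSMUSG00000042258, chromosome 13) rose by 7.22 (SE 0.48, limma adjusted p = 0.00211) and was called under each of 18 alternatives (adjusted p 0.000574 to 0.0318). Tubb3 (ENSMUSG00000062380, chromosome 8) rose by 5.17 (SE 0.66, limma adjusted p = 0.00383), also under each of the 18 (0.00188 to 0.0359). Map2, Dcx and Slc18a3 rose by 4.70, 4.78 and 5.80. Mnx1 and Lhx3, other motor neuron genes of the list, were below the filter, at 1.59 and 0.877 FPKM for Mnx1 and 0.0199 and 0 FPKM for Lhx3 in the female and male cultures. Isl1 reached 1 FPKM in 43.6% of 39 female (27.8 to 60.4%) and 62.9% of 35 male cells (44.9 to 78.5%). Tubb3 did so in 94.9% (82.7 to 99.4%) and 100% (89.997 to 100%).

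Pou5f1 fell by 6.01 (SE 1.55, limma adjusted p = 0.0271). Its mean was 52.5 ± 128.3 FPKM in female and 0.447 ± 1.86 FPKM in male motor neuron cells, and it reached 1 FPKM in 43.6% (27.8 to 60.4%) and 5.71% (0.70 to 19.2%). The call of Pou5f1 was lost without the female 2i (adjusted p = 0.0635), male 2i (0.0635), female serum (0.113) or male serum culture (0.123). Endoderm genes rose as well. Sox17 rose by 7.31 (SE 1.78, limma adjusted p = 0.0225) and Gata4 by 5.48. The call of Sox17 was lost without the female serum (0.103), male serum (0.107), female motor neuron (0.0566) or male motor neuron culture (0.124). Sox17 reached 1 FPKM in 48.7% of female (32.4 to 65.2%) and 91.4% of male cells (76.9 to 98.2%). Over 18 alternatives each, the adjusted p ranged from 0.00325 to 0.123 for Pou5f1 and from 0.00245 to 0.124 for Sox17.

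The genes with the largest rise called in motor neuron cells were Cartpt (chromosome 13, by 11.26, SE 0.29, limma adjusted p = 0.00012), S100g (X chromosome, by 10.16, SE 1.27, limma adjusted p = 0.00373) and Mir7225 (chromosome 3, by 8.47, SE 1.60, limma adjusted p = 0.0104). Cartpt reached 2014 FPKM in the female and 3068 FPKM in the male culture, with medians of 65.2 and 319 FPKM over cells. The largest called falls were in Mir295 (chromosome 7, -8.45, SE 1.86, limma adjusted p = 0.0167), Mir293 (chromosome 7, -7.16, SE 1.05, limma adjusted p = 0.0051) and Mir7653 (chromosome 11, -6.85, SE 0.42, limma adjusted p = 0.00211). These genes moved the same way in both lines. Mir7225 was listed at 0 in serum and Mir7653 at 0 in motor neuron cells. FPKM of microRNA genes is uncertain because their length is below that of a sequenced fragment. Mir295 was not called without the female or male serum culture (adjusted p = 0.0976 or 0.0762), and Mir7225 not without the female serum (0.0668), male serum (0.0634) or female motor neuron culture (0.053). Over 18 alternatives each, the adjusted p ranged from 0.00547 to 0.0976 for Mir295 and from 0.00061 to 0.0668 for Mir7225.

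The sexes were compared within each state to measure the output of X-linked genes. The median log2 ratio of female to male FPKM over X-linked genes, without Xist and minus the autosomal median, was 0.50 in 2i (520 genes) and 0.50 in serum (554 genes). Both exceeded the 19 autosomes, which lay between -0.06 and 0.04 in 2i and between -0.05 and 0.02 in serum, and lay at percentile 100 of 10000 matched random lists of autosomal genes. The value was 0.31 in Epi (569 genes, percentile 100, autosomes -0.12 to 0.10). It was 0.05 in motor neuron cells (632 genes, percentile 72.5) and -0.04 in E5.5 epiblast (522 genes, percentile 2.1), both within the range of the autosomes, which was -0.11 to 0.06 and -0.04 to 0.03. The X chromosome passed that range in motor neuron cells when log2 values were averaged or cells rescaled to the same sum (0.06 in each case), and in E5.5 with a filter at 5 FPKM or genes detected in 50% of cells (-0.05 in each case). Of the alternatives, a filter at 5 FPKM moved the 2i value most, to 0.65. In motor neuron cells the sign changed to -0.01 when only genes detected in 50% of cells were used. Within the lower and higher runs of title numbers the value was 0.58 and 0.48 in 2i, 0.34 and 0.25 in Epi and 0.01 and 0.01 in motor neuron cells. Female serum cells formed 1 run, and all 68 of them against the lower (13 cells) and higher (39 cells) run of male cells gave 0.48 and 0.57. The female Epi culture of 7 passages against male Epi gave -0.05 (523 genes, percentile 14.5), across tables deposited separately. Against the first female Epi culture it gave -0.34 (572 genes), below each autosome (-0.12 to 0.14).

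**Figure D3:**
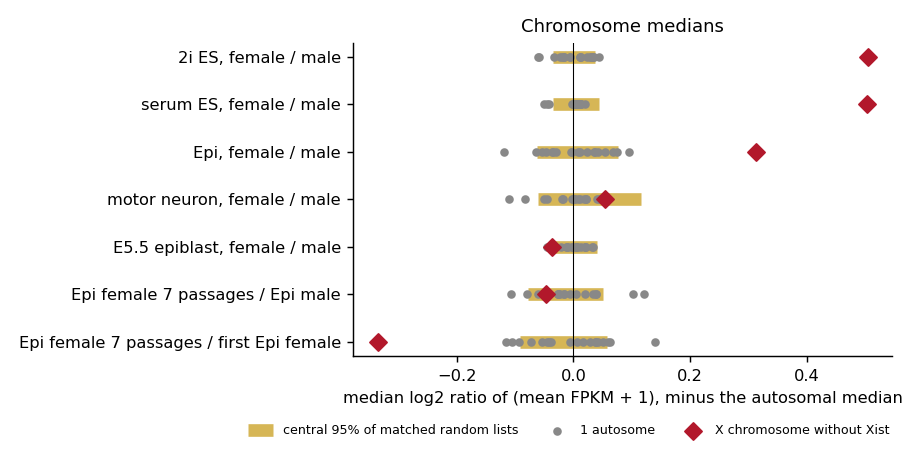
Median log2 ratio of (mean FPKM + 1) per chromosome minus the autosomal median (x axis) for each comparison (y axis), with grey points for autosomes, red diamonds for the X chromosome and bars for the central 95% of matched random lists. The X chromosome lies outside the autosomes in 2i, serum and Epi, and for the female Epi culture of 7 passages against the first one.

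In single cells, the X to autosome ratio was scaled to each gene's mean in its own table, so it compares groups of 1 table only. Its median was 1.20 in female and 0.739 in male 2i cells, 1.27 and 0.777 in serum, 1.03 and 0.829 in Epi, and 0.996 and 0.996 in motor neuron cells. The female median over the male one was 1.63 in 2i, 1.64 in serum, 1.24 in Epi and 1.00 in motor neuron cells. The same quotient was 1.03 in E5.5 epiblast. With genes of at least 1 FPKM in place of 5 it was 1.12 in motor neuron cells, and with medians of detected genes it was 1.20 in 2i.

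**Figure D4:**
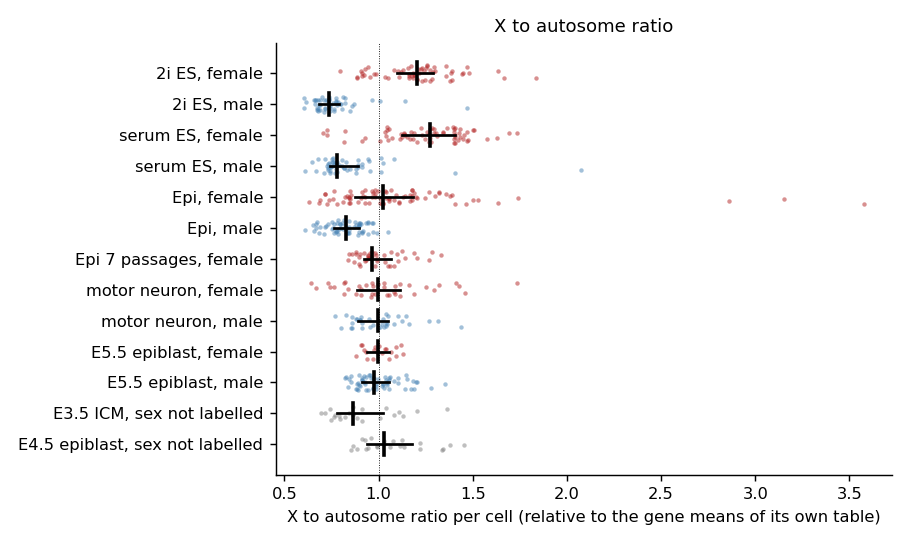
X to autosome ratio per cell (x axis), relative to gene means of the cell's own table, for each group (y axis). Points are cells, vertical ticks medians and horizontal bars quartiles. Female medians exceed male ones in 2i (1.20 against 0.739) and serum (1.27 against 0.777), and are equal to 3 digits in motor neuron cells (0.996).

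Xist and the Y-linked genes were read against the labelled sex. Xist (ENSMUSG00000086503, X chromosome) overlaps Tsix on the other strand, and whether the libraries keep the strand is not stated, so low Xist values are uncertain. Xist reached 1 FPKM in 30% of female 2i cells (18.8 to 43.2%) and 27.5% of male 2i cells (15.9 to 41.7%). In the male 2i cells it was 45.5% (24.4 to 67.8%) of 22 cells in the lower and 13.8% (3.89 to 31.7%) of 29 cells in the higher run of title numbers, against 30% in each run of the female cells. In serum the shares were 36.8% (25.4 to 49.3%) and 11.5% (4.35 to 23.4%). In Epi they were 67.1% (55.6 to 77.3%) and 1.59% (0.04 to 8.53%). In motor neuron cells they were 69.2% (52.4 to 82.98%) and 5.71% (0.70 to 19.2%), with female and male means of 49.2 ± 78.5 and 0.49 ± 2.54 FPKM. In E5.5 epiblast they were 95% (75.1 to 99.9%) and 7.94% (2.63 to 17.6%). In the female Epi culture of 7 passages the share was 19.5% (8.82 to 34.9%), with an interval below that of the first female Epi culture. The share in 2i depended on the threshold, with 65% of female cells at 0.1 FPKM and 5.00% at 5 FPKM. In the first female Epi culture the share was 85.3% in 34 cells of the lower and 53.3% in 45 cells of the higher run of title numbers.

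**Figure D5:**
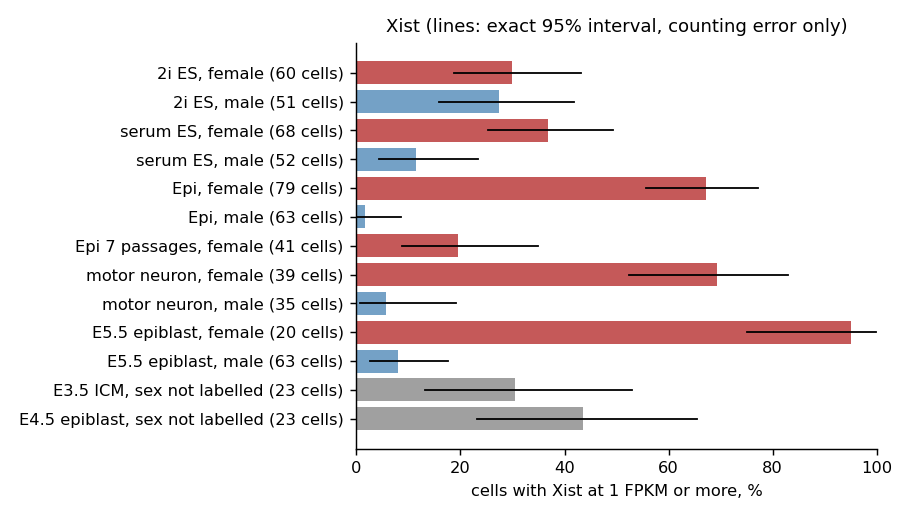
Share of cells with Xist at 1 FPKM or more (x axis, %) in each group (y axis), with exact Clopper-Pearson 95% intervals as lines. The share is highest in female E5.5 epiblast (95%) and reaches 30% in female and 27.5% in male 2i cells.

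Ddx3y reached 1 FPKM in 0 cells of each female group and in 50.8% (male Epi, 37.9 to 63.6%) to 100% (male E5.5) of male cells. Uty was detected in at most 3.80% of female cells and in 65.7 to 98.4% of male cells. Kdm5d was low in male cultures. Its mean was 0 in male 2i and male motor neuron cells, 0.409 FPKM in male serum and 0.00512 FPKM in male Epi, against 5.07 ± 4.07 FPKM in male E5.5 epiblast. In E3.5 ICM, 17 of 23 cells had at least 2 of the 4 Y-linked genes at 1 FPKM and 5 had none. In E4.5 epiblast these counts were 18 and 5.

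Single genes with the largest differences between sexes were read without a test. In 2i, Gm14605 (3.91), Gm3880 (3.81) and Rpl31-ps11 (2.94) were higher in female cells, and Krt18 (-4.04), Krt7 (-3.54) and S100g (-3.49) lower, on the log2 scale. Gm14605, Gm3880 and Rhox6 (3.58) led in serum, where Mir29b-1 (-9.04), Egln3 (-3.13) and Egr1 (-2.52) were lower. Gm14605 was listed at 0 in both male ES cultures and Mir29b-1 at 0 in female serum. Pseudogenes and members of gene families (Gm14605, Gm3880, Rpl31-ps11, Rhox6, Dppa5a, Ly6a, Prl8a2) resemble other genes in sequence, which makes their values uncertain. In Epi, Dppa5a (9.87), Dnmt3l (7.61) and Mymx (7.40) were higher and Mixl1 (-7.002), Frzb (-5.997) and Lhx1os (-5.77) lower in female cells. In motor neuron cells, Dppa5a (5.69), Col1a1 (5.10) and Igf2 (5.04) were higher and Pcp4 (-8.08), Gkn2 (-5.96) and Rgs4 (-4.97) lower. None of these genes changed sign under the pseudocount, summary, scaling and cell filter alternatives.

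In E5.5 epiblast, Ly6a (4.14), Tac2 (3.89) and Prl8a2 (3.501) were higher in female cells, and Chac1 (-3.72), Ica1 (-1.86) and Fos (-1.58) lower. Ly6a was at 97.3 FPKM in female and 4.59 FPKM in male cells. Pou5f1 was at 473 ± 241.9 FPKM in 20 female and 749 ± 178.02 FPKM in 63 male cells. No embryo was named for the E5.5 cells, so a difference between sexes cannot be told from a difference between embryos. The female Epi culture of 7 passages had more Slpi (8.06), Ly6a (6.47) and Fgfbp1 (6.25) than the first female one and less Dppa5a (-11.62), Pla2g1b (-8.09) and Mymx (-7.53, listed at 0 in the 7-passage culture). Against male Epi it had more Lgals3 (6.54), Fgfbp1 (6.49) and of 1 gene without a symbol (7.48), and less Adm2 (-4.31), Amhr2 (-3.97) and Myl7 (-3.87). These differences include any between tables deposited separately.

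E4.5 epiblast was compared with E3.5 ICM to describe the step between blastocyst stages, without a test. Endoderm and trophectoderm genes were present in both groups. Cdx2 was at 48.6 FPKM at E4.5 and 13.7 FPKM at E3.5, Gata6 at 16.9 and 19.9, and Sox17 at 32.8 and 22.2. Gata3 was at 84.4 and 66.1 FPKM. Cell types within the groups were not separated, and title format coincides with stage. The differences below therefore cannot be put down to stage alone. BC051665 (7.66), Bex3 (5.48) and H19 (5.38, listed at 0 at E3.5) were higher at E4.5, and Chmp4b (-11.66), Eda (-8.77) and Gm26224 (-8.01) lower. The size of these falls rested on few cells. Chmp4b had a mean of 36440 FPKM at E3.5 but a median of 310.6, and a mean of 372 FPKM without its 3 highest cells. The direction of its fall did not, since the lowest of the 23 E3.5 cells was at 80.3 FPKM and the E4.5 mean was 10.3 FPKM. Gm26224 and Eda each reached 1000 FPKM in 1 of 23 cells. Averaging log2 values over cells left -6.46 for Chmp4b, -1.58 for Eda and -2.07 for Gm26224. The FPKM sum of an E3.5 cell reached 7897580, against a median of 612768. Rescaling each cell to the same sum left -8.01 for Chmp4b, -5.55 for Eda and -4.29 for Gm26224. It raised BC051665 to 8.56 and H19 to 6.03. BC051665 averaged 299.1 ± 458 FPKM at E4.5 and 0.479 ± 1.31 FPKM at E3.5.

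Cultures were compared with embryo stages by Spearman rho across 15394 genes, across tables deposited separately and without p. The E4.5 group also had endoderm and trophectoderm genes, as given above, and whether it holds epiblast alone was not tested. The rho with E5.5 epiblast (mean of both sexes) minus that with E4.5 epiblast was -0.0247 in female and -0.0216 in male 2i cells. It was 0.0306 and 0.0534 in serum, 0.0576 and 0.127 in Epi, and 0.132 in the female Epi culture of 7 passages. It was also 0.0591 in female and 0.0889 in male motor neuron cells, above female Epi but below male Epi. With a filter at 5 FPKM, female motor neuron cells (0.0517) fell below female Epi (0.0651), while male ones (0.0941) stayed above it. Since differentiated cells reached values like those of female Epi, the measure does not place a culture on the path between these stages. With Pearson r of log2 values the 7-passage value was 0.114.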

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

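The opposite effects listed here were picked by a size rule set beforehand, and none of the differences was tested, since each arm had 1 culture per sex. The tests of a swap, of wrongly filed serum cells, of mixed cell types and of spread RNA were chosen only after the results were seen, while those of normalization and of cells in transition were set before.

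Most of the opposite effects involve the first female Epi culture. From serum to Epi, Pou5f1 rose by 1.18 in the female and fell by 1.02 in the male line, and Olig2 rose by 1.07 in the female and fell by 1.98 in the male line. Female to male log2 ratios also changed sign between states. Fgf5 was at 1.31 in serum and -3.27 in Epi. Otx2 was at 1.34 in motor neuron cells and -2.45 in Epi, Lefty2 at 3.01 and -1.03, and Gata3 at 2.15 and -1.54. Olig2 was at 1.74 in Epi and -1.31 in serum, with means of at most 3.33 FPKM, so that its ratios rest on few transcripts. The same limit holds for 1 side of other sign changes. Female and male means were 1.53 and 0 FPKM for Otx2 in motor neuron cells. They were 0.33 and 2.88 FPKM for Gata3 in Epi, and 3.16 and 0.676 FPKM for Fgf5 in serum. Sox17 was at 1.73 in E5.5 epiblast and -5.48 in Epi.

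The female Epi culture kept Zfp42, and several technical explanations are argued against by the tables. A swap with the female serum ES cells would have put primed cells under the serum label, yet Fgf5 averaged 3.16 FPKM there, against 144.9 FPKM in male Epi. If all cells of the culture had been taken from the female serum culture, Fgf5 would be detected in a like share of cells. Yet it was in 46.7% of the 45 cells of the higher run of title numbers, the lower share of both runs, with a lower limit of 31.7%, against an upper limit of 23.6% in serum. Serum cells as part of the culture are not excluded by this. Normalization would bring the Zfp42 ratio down under another scaling, yet the lowest of 7 ways gave a log2 ratio of 5.04. A library batch within the culture does not separate it, since mean Zfp42 was 57.4 and 83.9 FPKM in the lower and higher runs of title numbers. What stays open is that the cells were on the way between both states. Across its 79 cells, Fgf5 and Zfp42 had a Spearman rho of -0.54, and -0.53 without the 2 cells farthest from the median of Zfp42, which is consistent with cells at different points of a transition. A different time in culture, the line and the sex could each be behind it, and were not tested. A wrong label from a culture outside these tables cannot be excluded by the values.

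In motor neuron cultures the female to male log2 ratio was -1.69 for Tubb3, -1.27 for Map2 and -1.17 for Stmn2, against 1.32, 1.06 and 1.68 in Epi. Neuron and endoderm genes were both raised in these cultures. RNA of other cells spread over all cells, as the only source of Sox17, would leave it alike in cells with and without Tubb3. Yet rho of Tubb3 and Sox17 across cells was -0.75 in the male culture. It was -0.44 in the female culture, the higher of both, and -0.72 and -0.44 without the 2 cells farthest from the median. Several cell types in 1 culture may therefore contribute. Sox17 was at 10 FPKM or more in 18 of 39 female and 29 of 35 male cells, and both genes were in 11 and 23 of them, so the types were not cleanly parted. Spread RNA beside separate cell types would also leave a negative rho, so it is not excluded. Pou5f1 was at 10 FPKM or more in 11 female and 0 male cells. Shares of cell types were not estimated, and Tubb3 was at 10 FPKM or more in 31 of 39 female and 29 of 35 male cells. Composition, line and sex were not separated as sources of the differences in these genes and stay open as untested.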

How the results depend on the processing

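Rescaling over genes of 300 bases or more, the 7-passage culture combined with the block, runs of title numbers for the limma contrasts and the X to autosome ratio, and the alternatives for single genes of the 7-passage culture against male Epi were chosen after seeing the data. The other alternatives were planned.

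For serum against 2i (1 gene higher, 2 lower by limma) most alternatives changed the count. A pseudocount of 0.1 gave 0 and 0 (1768 at an unadjusted p under 0.05), the line as a block 0 and 0 (1727) and only the 4 cultures 0 and 0 (3398), the last with fewer samples. No filter gave 5 and 22, a filter at 5 FPKM 2 higher, averaging log2 values 11 and 213, rescaling to the same sum 2 higher, upper-quartile scaling 4 and 8, and the 7-passage Epi culture 33 and 81. Rescaling over genes of 300 bases or more gave 26 and 72, and the higher run of title numbers 4 and 7. Omitting single cultures gave 0 to 8 higher and 0 to 30 lower, the highest without either Epi culture. In settings that leave a state with 1 culture, limma assumes that the lone culture varies like the others.

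For Epi against serum (5 higher, 1 lower) the counts were 8 higher without a filter, 3 higher with a filter at 5 FPKM and 3 higher with averaged log2 values. The line as a block gave 1 higher. Only the 4 cultures gave 0 and 0, with 965 at an unadjusted p under 0.05 and fewer samples. The 7-passage culture gave 454 and 394, and with the block 413 and 365. Rescaling over genes of 300 bases or more gave 0 higher (1468 at an unadjusted p under 0.05), the lower run 1 and 0 and the higher run 2 and 2. Omitting single cultures gave 0 to 208 higher and 0 to 1.3e+02 lower, the highest without the female Epi culture (61.7% of called genes higher). The cause was not tested except where the samples or genes tested were fewer.

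For motor neuron against serum (4669 higher, 419 lower) higher genes outnumbered lower ones in every alternative run. The balance moved with the scaling. Averaged log2 values gave 2570 and 855, rescaling to the same sum 2166 and 971, upper-quartile scaling 2054 and 1597, and rescaling over genes of 300 bases or more 2752 and 1059. No filter gave 213 lower, the 7-passage culture 7.0e+02 lower (87.6% of called genes higher) and only the 4 cultures 2557 higher. Omitting single cultures gave 1546 (without female serum) to 5022 higher and 89 (without male serum) to 699 lower. Upper-quartile scaling removes a shift shared by most genes, whether real or of scale, so the 56.3% of called genes that were higher under it does not tell these apart.

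Of the values of single genes with a limma test, 319 kept their direction and their side of the threshold, 87 lost and 8 gained a call, and none reversed. Besides the omitted cultures given above, Mir295 lost its call without a filter (adjusted p = 0.0535) and with only the 4 cultures (0.0785). Gm26917 lost it without a filter (0.0841) and under upper-quartile scaling (0.0779). Sox17 lost it without a filter (0.068), and Pou5f1 without a filter (0.08) and with only the 4 cultures (0.111). Mir7225 changed by 0.90 under averaged log2 values, below the threshold of 1. The block took the calls of Cldn6, Crxos and Srarp (0.0763 each), Mir6986 (0.0725), Mir6928 (0.0618), n-R5-8s1 (0.0618) and Gm26917 (0.112) and changed no other call among the named genes tested. Of the values of genes in comparisons without a test, 59 moved by more than log2 of 1.5, 27 with a pseudocount of 0.1, 27 with averaged log2 values and 5 with the same sum, and none changed sign. Those moved by the same sum were all from the comparison of blastocyst stages.

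In runs of title numbers, female serum cells and the 7-passage culture entered whole, so only the other arm was restricted there. The X-linked medians kept their sign in 2i, serum and Epi under each alternative run. In 2i (0.50) the median was 0.60 with a pseudocount of 0.1, 0.65 with a filter at 5 FPKM, 0.47 with averaged log2 values, 0.58 and 0.48 in the lower and higher runs and 0.58 over genes detected in 50% of cells. In serum (0.50) the same settings gave 0.60, 0.63, 0.41, 0.48, 0.57 and 0.57. In Epi (0.31) the pseudocount gave 0.36, the filter 0.40, averaged log2 values 0.21 and the higher run 0.25. In motor neuron cells (0.05) the filter gave 0.0010, the lower run 0.0069 and genes detected in 50% of cells -0.0077. The 7-passage culture against male Epi gave -0.088 in the lower run. Against the first female Epi culture (-0.34) the pseudocount gave -0.40, the filter -0.40, averaged log2 values -0.24, and the runs -0.46 and -0.24. The cause was not tested.

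The female over male X to autosome ratio with medians of detected genes was 1.20 in 2i (1.63 in the main setting) and 1.26 in serum (1.64), and the lower run gave 1.44 in serum. In motor neuron cells it was 1.00, just under 1, and reversed to 1.12 with genes of at least 1 FPKM. The cause was not tested.

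Shares of cells with Xist moved with the threshold, as a share must. At 0.1 FPKM they were 100% in female E5.5, 65% in female 2i, 64.7% in female serum, 79.7% in the first female Epi and 84.6% in female motor neuron cells. At 5 FPKM they were 75% in E5.5, 5.00% in 2i, 43.04% in the first female Epi and 7.32% in the 7-passage culture. Of the shares of state markers, 14.5% moved beyond their interval at 0.1 FPKM and 37.1% at 5 FPKM. The similarity to E5.5 minus E4.5 kept its sign in each culture. With Pearson r it was -0.0187 in female and -0.0171 in male 2i cells and 0.114 in the 7-passage culture, and with a filter at 5 FPKM 0.159 in the latter.

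The unknown read depth limits genes near 1 FPKM, and 4 residual degrees of freedom limit the limma calls. In simulated data at this size limma recovered 65% or less of log2 changes of 3 and 1.00% or less of changes of 1.5, so a gene without a call is not shown to be unchanged.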

Other observations

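The tests of loss of 1 X chromosome, of inactivation with Xist, of separate tables, of the Kdm5d explanations, of extraembryonic ectoderm cells for Pou5f1, Gata3 and Cdx2, of depth for Gata3 and Cdx2, of the motor neuron scale and of the Gm42418 batch were chosen only after the results were seen. Those of Xist against the X to autosome ratio, of depth for Pou5f1, of decidual RNA and of extraembryonic cells for Prl8a2, Tac2 and Ly6a were set before their own values were seen, though the last 2 after the pattern they address had been seen.

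The female Epi culture of 7 passages had X-linked output at the level of male Epi. A difference between separately deposited tables argues poorly for it, since the X-linked median against the first female Epi culture was -0.34 while the autosomes lay between -0.12 and 0.14. Inactivation with Xist in most cells is argued against by a share of 19.5% of cells with Xist, below the lower limit of 75.1% in female E5.5 epiblast. Loss of 1 X chromosome and inactivation without steady Xist cannot be told apart here. The median log2 ratio of 4 escape genes against male Epi was 0.15, against 0.28 for the first female Epi culture, but the genes went both ways (Kdm5c 1.19, Eif2s3x 0.36, Kdm6a -0.07, Ddx3x -0.22). Kdm5c stayed above the male level and Xist was present in some cells, which could reflect cells of both kinds. No allele counts were in the tables to decide it.

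A lower X to autosome ratio in cells with more Xist was not seen in the first female Epi culture, where rho across 79 cells was 0.31. The pooled value cannot be read alone. Within the runs of title numbers rho was -0.04 and 0.32, and the number of detected genes also correlated with the ratio (rho 0.42). In female serum ES cells rho was -0.35, the only clearly negative value among the pooled groups. It was 0.05 in 2i, 0.17 in motor neuron cells, 0.23 in the 7-passage Epi culture and -0.03 in E5.5 epiblast. The relation was computed in 6 female groups, cells of 1 culture are not independent samples, and no p is given.

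Motor neuron cells had 91.8% of called genes higher than serum ES cells. Their median FPKM sum per cell was also higher, at 1332430 (female) and 1478620 (male) against 862527 and 922930 in serum. Rescaling cells to the same sum lowered the median change from 0.71 to 0.14, so most of it went with that sum. The share of higher genes was then 69.05%. It was 72.2% with rescaling over genes of 300 bases or more. With each culture scaled to the same upper quartile it was 56.3%. The last scaling centres the changes and would remove a real shift just the same. The scale of the FPKM values and a real excess of higher genes therefore cannot be told apart, and larger RNA content of the cells, which the values cannot measure, stays open as untested.

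Gm42418 was among the few genes called in Epi against serum, and the call may reflect a library batch. Between the runs of title numbers of 2i cells its log2 ratio was 5.06 in 1 sex and 5.15 in the other, larger than the called change of -4.96. Batch and state are partly confounded, since the serum cultures had means of 51124 and 59381 FPKM and the Epi cultures 1809 and 1723 FPKM. Male serum cells had 23667 FPKM in the lower and 71285 FPKM in the higher run, the opposite order to 2i. The lower and higher Epi runs had 2525 and 1267 FPKM in the female and 1280 and 2151 FPKM in the male line. Each Epi run was thus below both male serum runs. Whether runs of different states share a batch is not stated. The genes n-R5-8s1, Gm26917 and Gm24601, also ribosomal or next to Gm42418, were not tested in this way.

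Kdm5d was near 0 in male cultures of the CAST/EiJ and C57BL/6J cross. Reads of the CAST/EiJ Y chromosome that fail to count would lower it in blastocyst cells of the same cross too, yet the ratio of mean Kdm5d to mean Uty there was at least 0.41, against at most 0.049 in cultures. Low expression of Y-linked genes in general would lower the others alike. Yet the lowest mean of Ddx3y, Eif2s3y and Uty in the 4 male cultures was 20.2% of that in male E5.5 cells (Eif2s3y in Epi), against at most 8.07% for Kdm5d, across tables deposited separately. A difference specific to the male line, such as a change on its Y chromosome, may be behind it and was not tested.

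In E5.5, female cells had lower Pou5f1 and higher Gata3 and Cdx2 than male cells. Female cells had 249.5 more detected genes in the median. This argues against lower depth as the source of their lower Pou5f1. For Gata3 and Cdx2 it cannot decide, since more depth would also raise the share of cells with them. The means of both genes differed by log2 ratios of 1.67 and 1.29. Autosomal genes had a median ratio of 0.02 (quartiles -0.21 to 0.28), which argues against depth as the whole source of these higher means. Extraembryonic ectoderm cells among the female cells are a candidate source. Of a list of 10 markers, 6 had not been looked at beforehand, and their median log2 ratio was 0.65, at percentile 99.3 of matched lists, whose central range was -0.36 to 0.45. The 6 fell into 2 sets, with Wnt7b, Tfap2c and Fgfr2 at 1.34, 1.17 and 1.13 and Eomes, Furin and Ets2 at 0.18, 0.13 and 0.04, so the median lies in a gap. All 10 were higher in female cells, and 7 of them also reached 1 FPKM in male Epi, so the list is not specific. The most abundant were Bmp4 at 77.1 FPKM in female and 17.7 in male cells, Gata3 at 32.9 and 9.66 FPKM, Tfap2c at 23.96 and 10.1 FPKM and Eomes at 21.2 and 18.7 FPKM. Male cells also had Elf5 in 52.4% of cells, against 70% of female ones. Which embryo each cell came from is not named, so a difference of embryos or of dissection stays open, as does sex.

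Prl8a2, Tac2 and Ly6a were in 95%, 85% and 100% of female E5.5 cells. Extraembryonic ectoderm cells as their source cannot be told apart from others. All 3 genes were in 83.3% of the 6 female cells without Elf5, but these cells are few and lack of Elf5 does not exclude the type, since Tfap2c was in 100% and Bmp4 in 83.3% of them. RNA of maternal decidua may be a source. The median log2 ratio of 12 decidual markers was 0.64, at percentile 99.98 of matched lists, whose central range was -0.27 to 0.31. The means of all 12 were higher in female cells, 4 of them by a log2 ratio above 1, but Hand2, Hoxa10, Hoxa11 and Angpt2 were below 1 FPKM in both sexes, and Angpt2 reached 1 FPKM in 5.00% of female and 11.1% of male cells. The median lies in a gap between 0.44 and 0.84. The most abundant were Des at 14.6 FPKM in female and 7.00 in male cells and Cryab at 10.7 and 3.10 FPKM, while Timp3 and Dcn changed little (0.04 and 0.24). Of the 12, 3 reached 1 FPKM in male Epi.

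Among blastocyst cells without a labelled sex, Xist reached 1 FPKM in 7 of 23 E3.5 cells, of which 2 had at least 2 Y-linked genes and 4 had none. At E4.5 it did so in 10 of 23 cells, of which 5 had at least 2 Y-linked genes and 5 had none.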
